# Regulation of the Epithelial Adhesion Molecule CEACAM1 Is Important for Palate Formation

**DOI:** 10.1371/journal.pone.0061653

**Published:** 2013-04-17

**Authors:** Junko Mima, Aya Koshino, Kyoko Oka, Hitoshi Uchida, Yohki Hieda, Kanji Nohara, Mikihiko Kogo, Yang Chai, Takayoshi Sakai

## Abstract

Cleft palate results from a mixture of genetic and environmental factors and occurs when the bilateral palatal shelves fail to fuse. The objective of this study was to search for new genes involved in mouse palate formation. Gene expression of murine embryonic palatal tissue was analyzed at various developmental stages before, during, and after palate fusion using GeneChip® microarrays. *Ceacam1* was one of the highly up-regulated genes during palate formation, and this was confirmed by quantitative real-time PCR. Immunohistochemical staining showed that CEACAM1 was present in prefusion palatal epithelium and was degraded during fusion. To investigate the developmental role of CEACAM1, function-blocking antibody was added to embryonic mouse palate in organ culture. Palatal fusion was inhibited by this function-blocking antibody. To investigate the subsequent developmental role of CEACAM1, we characterized *Ceacam1*-deficient (*Ceacam1* ^−/−^) mice. Epithelial cells persisted abnormally at the midline of the embryonic palate even on day E16.0, and palatal fusion was delayed in *Ceacam1* ^−/−^ mice. TGFβ3 expression, apoptosis, and cell proliferation in palatal epithelium were not affected in the palate of *Ceacam*1^−/−^mice. However, CEACAM1 expression was retained in the remaining MEE of TGFβ-deficient mice. These results suggest that CEACAM1 has roles in the initiation of palatal fusion via epithelial cell adhesion.

## Introduction

Various cellular and molecular mechanisms underlie the elevation and fusion of the palatal shelves that are integral to normal mammalian palate formation [1]. The formation of the mammalian secondary palate requires several developmental steps, including growth, elevation, and midline fusion of the palatal shelves [2]. Two palatal shelves grow from the internal surfaces of the maxillary primordia once development of the secondary palate is initiated, and at embryonic day 13.5 (E13.5) in the mouse, they appear vertically on each side of the tongue. They subsequent elevate to a horizontal position above the tongue at E14.0 [2]. From E14.0 to E14.5, the palatal shelves make contact and start the fusion necessary for correct morphogenesis [3], and by E14.5 they are fused with one another from the middle region to the anterior and posterior regions to transform the medial edge epithelium (MEE) into the midline edge epithelial seam (MES) [4]. Ultimately, by E15.5, the MES is absent from the fused palate.

Previous studies have revealed that cleft of the secondary palate originates from a failure of signaling molecules and their receptors to control palatal shelf growth, elevation, and fusion involving palatal mesenchyme and epithelium [5], [6]. In the fusion process, most studies have focused on the mechanisms responsible for the disappearance of the MES; there still remains considerable disagreement regarding the fate of the MES, such as : (A) apoptosis in the MES [7], (B) migration of the MEE resulting in loss of MES [8], and/or (C) epithelial-mesenchymal transformation of MES [9], [10], [11]. On the other hand, before the process of disappearance of the MES, epithelial adhesion of the MEE by each opposing palatal shelf is required. However, only a few studies have investigated the initial adhesion of palatal shelves [12].

Transforming growth factor β (TGFβ) signaling plays an important role in both epithelium and mesenchyme during palate formation [13], [14]. Both TGFβ1 and TGFβ3 are normally expressed in the MEE cells of the palatal shelf during mouse palate development, whereas TGFβ2 is expressed in the mesenchyme beneath the MEE cells [15]. In *Tgfb2*-deficient (*Tgfb2^−/−^*) mice, some of the newborns (23%) exhibit cleft palate [16]. *Tgfb3^−/−^* mice show complete phenotype penetrance of cleft palate (100%) [17]. The failure of palatal shelf fusion in *Tgfb3^−/−^*mice can be rescued by exogenous TGFβ3 in an *in vitro* organ culture system [14]. Subsequent studies indicate that TGFβ3 is required for the disappearance of the MEE by inducing programmed cell death [18]. Concerning its receptor, epithelial-specific conditional knockout of *Tgfbr2* also resulted in partial cleft palate [19]. These two mouse models are useful to examine the mechanism of palatal fusion.

In the present study, we performed microarray analysis of palatal processes to identify new candidate genes that are important for palate formation. Our results provide evidence that carcinoembryonic antigen-related cell adhesion molecule 1 (CEACAM1) is expressed in a temporal manner in the palatal epithelia during palatal formation. CEACAM1 is displayed on epithelial cells of reproductive tissues such as the uterus, the breast, and the prostate [20]. In these tissues, CEACAM1 acts as a cell adhesion molecule, an angiogenic factor, a tumor suppressor, and a signal regulatory protein [21]. However, it has never been shown that CEACAM1 plays a role in craniofacial development, especially in palatogenesis. In this study, we demonstrate the role of CEACAM1 in the palatal adhesion process during palatal development.

## Materials and Methods

### Animals

All experimental procedures were approved by the Animal Use and Care Committee of the Osaka University Graduate School of Dentistry. Mature female ICR mice were obtained from Japan SLC Inc. *Ceacam1^−/−^* mice were generated as described previously [22] and were bred on the BALB/c background; these mice were kindly provided to us and maintained in the laboratory of Nicole Beauchemin. *K14-Cre*;*Tgfbr2^fl/fl^*, and *Tgfb3^−/−^* mice were generated as previously described [14], [19]. Embryonic day 0 (E0) was the day when the vaginal plug was found.

### Organ culture

The maxillary portion was removed from each fetus at E14 as previously described [23]. The explants cultured in a bottle containing BGJb medium (Invitrogen) with 1% penicillin/streptomycin (Invitrogen) (1 ml/explant) and flushed for 2 min with a gas mixture of 95% O_2_/5% CO_2_, sealed, and cultured in suspension [23], [24]. The bottles were incubated at 37°C on a roller device at 25–30 rpm for up to 60 h. For microarray analysis, the edge of the palatal processes was microdissected and collected using a microscope and forceps before, during and after palatal fusion (5 samples each). To examine the role of CEACAM1 in palatal fusion, dissected maxillary tissues were cultured in a bottle containing BGJb medium with non-specific IgG1 mAb or mouse monoclonal antibody against CEACAM1, CC1 mAb (100 µg/ml kindly provided by Dr. Kathryn V. Holmes, University of Colorado School of Medicine) [25]. The cultures were maintained for up to 60 h. Success of palatal fusion of each explant was determined by visual inspection with gentle pulling with forceps under a dissecting microscope. Fused samples were then fixed and processed for histological analysis. If any MES was present, we judged the sample as “not fused”. At least 10 serial specimens were examined by a “blinded” observer for each data point.

### RNA preparation

Total RNA was extracted from the edge of the palatal shelves before fusion and from the median tissue of the palate during and after fusion. RNA was subjected to microarray analysis and quantitative real-time RT-PCR. Palates before, during, and after fusion were prepared individually, and total RNA was extracted from each using Trizol (Invitrogen). An Agilent 2100 Bioanalyzer (Agilent Technologies) confirmed the quality and quantity of total RNA.

### Affymetrix GeneChip® microarray analysis

Changes in genome-wide gene expression profiles during palatal fusion were detected using the Mouse Genome 430 2.0 GeneChip array (Affymetrix). One µg of total RNA from each tissue sample was reverse transcribed using a One-Cycle cDNA Synthesis Kit (Affymetrix). Biotin-labeled cRNA was synthesized using a GeneChip IVT Labeling Kit (Affymetrix). Biotin-labeled cRNA was hybridized according to the GeneChip Expression Analysis Technical Manual, Rev.5 (Affymetrix). Each GeneChip was scanned using GeneChip Scanner 3000 7 G. The data were analyzed using GeneChip Operating Software (Affymetrix). Background was corrected using the Microarray Suite (MAS5.0) algorithm, and the signal value was calculated. GeneSpring GX 7.3.1 (Agilent Technologies) was used for comparative analyses. Microarray data were deposited to NCBI, Gene Expression Omnibus (Accession number: GSE43651).

### Quantitative real-time RT-PCR

Some genes were highly expressed during and after fusion. Gene expression was confirmed by quantitative real-time PCR (qPCR). Total RNA was extracted and reverse-transcribed using Superscript II. First-strand cDNA was used for qPCR using the MyiQ real-time detection system (BioRad). Melt-curve analysis and control cDNA confirmed that single products were amplified with similar efficiencies. Gene expression was normalized to *Gapdh*, reactions were performed in triplicate, and experiments were repeated at least 3 times. The qPCR was performed using the following primers.

*Ceacam1*:

5′-AGTTCCAGCATGGAGCCTGTG-3′

5′-TCCTGAGAGTGCAGGGCAGA-3′

*Gapdh*:

5′-TGTGTCCGTCGTGGATCTGA-3′

5′-TTGCTGTTGAAGTCGCAGGAG-3′

### Histological analysis and immunohistochemical microscopy

Embryonic mouse heads were fixed in 4% paraformaldehyde-PBS at 4°C. To confirm palatal fusion at the histological level, the heads were embedded in paraffin. Coronal sections (7 µm thickness) were prepared serially from anterior to posterior, and mounted on poly-L-lysine-coated slides. Sections were processed for hematoxylin and eosin staining. Palatal fusion was confirmed if there was an absence of epithelium retained in the midline of the palate. For immunostaining, sections (4 µm thickness) were treated with 4% hydrogen peroxide and incubated with mAb CC1 (1∶2000) [25], which recognizes an extracellular domain of CEACAM1. The secondary antibodies were biotinylated rabbit anti-mouse IgG polyclonal antibody (DAKO) and goat anti-rabbit IgG (Alexa Fluor 488; Invitrogen, Life Technologies). Immunoreactivity was visualized using the avidin-biotin-complex method and diaminobenzidine (DAKO) for transmitted light microscopy. Rabbit polyclonal antibody against TGFβ3 (Santa Cruz) or rabbit polyclonal anti-cytokeratin broad-spectrum screening antibody (Dako Cytomation) were used as the primary antibody, and goat anti-rabbit IgG (Alexa Fluor 488; Invitrogen Life Technologies), was used as the secondary antibody. Nuclei were counterstained by DAPI (Vectashield).

### Cell proliferation and cell death assays

Cell proliferation was determined using an anti-Ki67 antibody-proliferation marker (Abcam), and cell death was determined by terminal deoxynucleotidyl transferase-mediated deoxyuridine triphosphate nick end-labeling (TUNEL) analysis using *in situ* Apoptosis Detection Kit (TaKaRa), according to the manufacturer's instructions. The sections were then viewed under 40X magnification, and the number of proliferative cells per palate was counted.

### Statistical analysis

Results are reported as mean ± s.e.m. The comparison of different groups was performed by two-tailed Student's t-test or one-way ANOVA with the Tukey post test for experiments with more than two groups. Differences were considered statistically significant at P<0.05.

## Results

### Global Gene Expression Profiling During Palatal Fusion

In palate formation, the palatal shelves originally lay vertically at E13.5. At E14.0, the shelves elevated horizontally and became juxtaposed before palate fusion [3], [12]. By E14.5, the medial edge epithelium (MEE) formed the midline edge epithelial seam (MES) during fusion [4]. At E15.0, the MES was disrupted, and epithelial islands were observed, which a complete disappearance at E15.5 after fusion. Here we showed that histological changes of palatal formation with suspension cultured were shown in Figure 1A–F. The prefused each palatal shelves became to be close easily due to absence of tongue (Figure 1A, B). After attached the each palatal shelves, fusing process started. The MES was detected during fusion as well as normal pathogenesis at E14.5 (Figure 1C, D). It was taken for 60 h to completely disappear of MEE in the midline of palate (Figure 1E, F). Our suspension culture methods were clearly demonstrated the process of palatogenesis in *ex vivo* situation. In order to identify candidate molecules of palatal fusion, palatal tissues were dissected for microarray analysis as shown in the boxes areas of Figure 1B, D, F. Microarray analysis was performed to detect the gene expression of palatal tissues at various stages, including before, during, and after palatal fusion. 

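Palatal tissue from E14 maxillae in suspension culture was hybridized to 3 Mouse Genome 430 2.0 arrays, with 1 array before fusion (5 h in culture), 1 during fusion (24 h) and 1 after fusion (60 h). The paper gives 5 samples per stage and describes separate RNA preparations, and it does not state whether RNAs were combined for an array. With 1 array per stage there are no replicates, so the ratios between stages carry no test, and the stage of fusion and the hours in culture change together. The piece of tissue changes as well: the shelf edge was taken before fusion and the median tissue during and after it. Ratios to the array before fusion cannot separate these 3. The paper names Trizol for the RNA extraction, whereas the sample labels name a column kit (RNeasy Plus Micro). The values are MAS5.0 signals on a linear scale, background-corrected by the authors in GeneChip Operating Software, and the paper's text does not name a scaling target. Their trimmed means, with 2% left out at each end, were 123.6 before, 150.0 during and 139.7 after fusion, so the arrays were scaled here to one trimmed mean by factors of 1.11, 0.918 and 0.986. Background was read from 81 probe sets for olfactory, vomeronasal and bitter taste receptors. The 95th percentile of their scaled signals, the floor of each array, was 19.4 before, 13.3 during and 14.7 after fusion. Of 45037 probe sets other than controls, 25612 (56.9%) lay above the floor before, 29620 (65.8%) during and 27719 (61.5%) after fusion. Signals under the floor were raised to it, and a ratio with one side under the floor is given as a bound ("at least"). Each gene is represented by its brightest probe set. Between probe sets of one gene above the floor on both arrays, the SD of the log2 ratio was 0.37 for during over before fusion, 0.46 for after over before and 0.44 for after over during. This is a spread between probe sets, not between embryos. The signal of the 5′ probe sets of *Actb* over that of its 3′ probe sets was 0.718 before, 0.713 during and 0.718 after fusion. The choice of scaling moves all ratios together. For during over before fusion, the median log2 ratio shifted by -0.11 when the arrays were scaled to one median, by 0.12 with the hybridization controls, by -0.28 with the poly-A controls and by 0.28 with the signals as deposited. For after over before fusion, the shift was -0.38 with the poly-A controls and 0.18 with the signals as deposited. For after over during fusion, it was 0.14 with one median, -0.17 with the hybridization controls and -0.10 with the signals as deposited.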

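Against the array before fusion, 1440 probe sets were over 2-fold higher and 983 over 2-fold lower during fusion, and 2858 were higher and 2991 lower after fusion. During fusion, the genes with the largest ratios among those above the floor on both arrays included *Bpifa1*, a secreted protein of airway epithelium (69.8), the neuropeptide gene *Gal* (45.1), the dynein light chain gene *Dynlrb2* (44.8), the retinaldehyde dehydrogenase gene *Aldh1a1* (41.3), the airway cytochrome gene *Cyp2f2* (38.5), *Upk3a* of the uroplakin family (18.5) and *Ccno*, which acts in the formation of multiple cilia (17.7). *Ibsp*, bone sialoprotein, was under the floor before fusion and at least 125-fold higher during fusion. The genes of amino acid transport and synthesis *Slc7a3*, *Slc7a5* and *Asns* were 15.7-fold, 7.09-fold and 5.58-fold lower during fusion, and the transcription factor gene *Tfap2b* was 6.97-fold lower. After fusion, the genes with the largest ratios included the axonemal genes *Dynlrb2* (262), *Lrrc23* (151.1) and *Rsph1* (84.1), *Bpifa1* (136.2), *Aldh1a1* (84.95) and *Tppp3*, which binds tubulin (65.0). *Ibsp*, *Cfap126* and *Tmem212* were at least 241-fold, 139-fold and 128-fold higher after fusion. The embryonic globin gene *Hba-x* was 30.6-fold lower after fusion, the homeobox gene *Dlx1* 16.4-fold, the cardiac actin gene *Actc1* 15.6-fold and *Nnat* 11.9-fold. The probe sets that were higher name 1043 genes during and 2063 genes after fusion, and those that were lower name 746 and 2002 genes. Of the higher probe sets, 386 during and 863 after fusion were under the floor before fusion. Both comparisons use the single array before fusion, which contributes to both counts.

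The balance of higher and lower probe sets during fusion depends on the scaling. Of the probe sets past 2-fold during fusion, 59.4% were higher, against 44.2% with the arrays scaled to one median, 48.8% after quantile normalization, 74.3% with the hybridization controls, 23.6% with the poly-A controls and 87.1% with the signals as deposited. After fusion, 48.9% were higher, against 65.0% with the signals as deposited and 20.7% with the poly-A controls.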

The number of genes up-regulated and down-regulated more than 2-fold were 3663 and 2947, respectively. Large changes were seen in the expression of *Krt13* (keratin 13), *Ceacam1*, *Car3* (carbonic anhydrase 3), *Fmo2* (flavin containing monooxygenase 2), *Hdc* (histidine decarboxylase), and *Armc3* (armadillo repeat containing 3) (Table 1). 

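Before fusion, the brightest probe sets of *Krt13*, *Car3*, *Fmo2*, *Hdc* and *Armc3* lay under the floor, with scaled signals of 3.01, 18.6, 2.12, 2.79 and 2.01, so that their ratios are bounds. *Krt13*, a keratin of non-cornifying stratified epithelium, had a signal of 366 during and 855 after fusion and was at least 18.9-fold and at least 44.1-fold higher than before fusion. *Car3*, a carbonic anhydrase of muscle and fat, had a signal of 1009 during and 880 after fusion, at least 52.0-fold and at least 45.4-fold higher. *Fmo2* had a signal of 73.4 during and 136 after fusion, at least 3.78-fold and at least 6.99-fold higher. *Hdc*, which makes histamine from histidine, had a signal of 79.4 during fusion and 1835 after it, at least 4.10-fold and at least 94.6-fold higher. *Armc3* had a signal of 46.6 during and 543 after fusion, at least 2.40-fold and at least 28.0-fold higher. *Hdc* and *Armc3* were also 23.1-fold and 11.7-fold higher after fusion than during fusion. These genes were chosen by the study on these arrays, so their direction is not independent evidence.

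**Figure D1:**
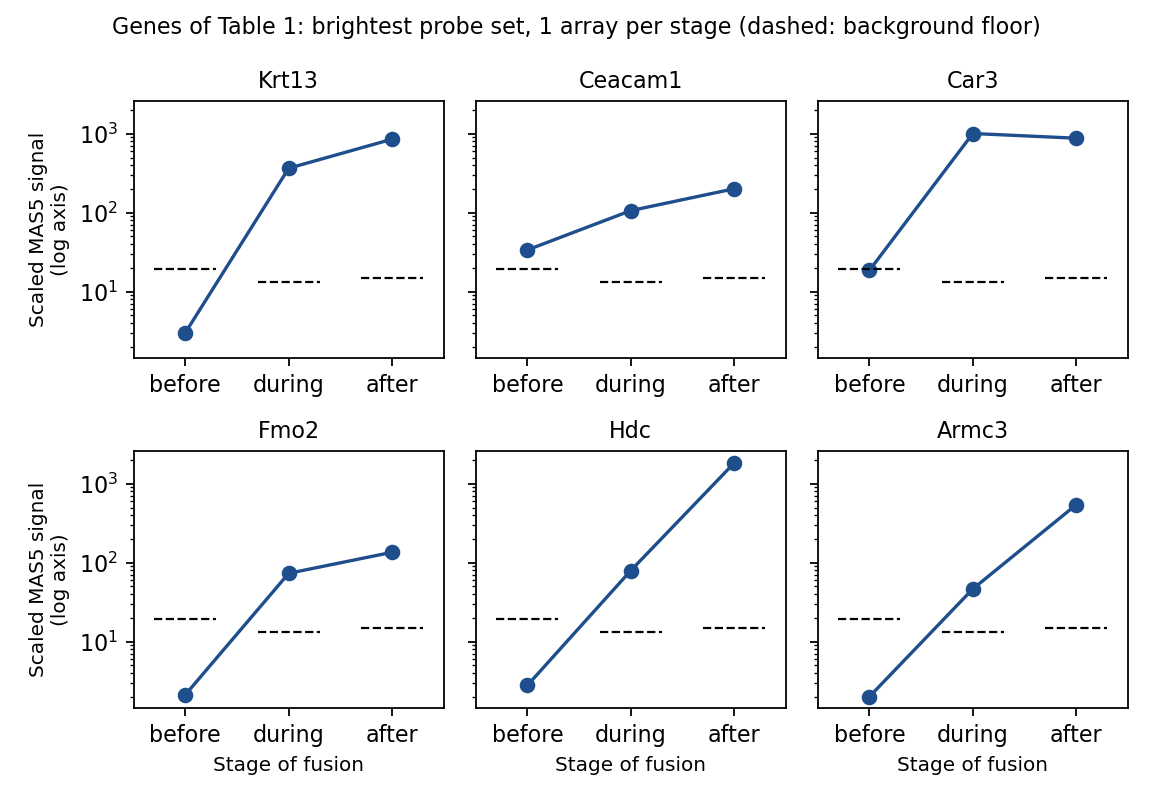
Scaled MAS5 signal (log axis) of the brightest probe set of the 6 genes of Table 1 on the arrays before, during and after fusion, 1 array per stage. Dashed lines mark the background floor of each array; *Krt13*, *Car3*, *Fmo2*, *Hdc* and *Armc3* sit under it before fusion and *Ceacam1* sits above it at each stage.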

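Of 43 cell-cell adhesion genes above the floor, 8 were over 2-fold higher during fusion than before it and none was lower; after fusion 11 were higher and 1 was lower. Among the 41 of these above the floor on both arrays, *Ceacam1* had the second-largest ratio during fusion, after *Pkp1*, a plakophilin of desmosomes (4.21). After fusion, among 42 above the floor on both arrays, it stood behind the tight junction genes *Tjp3* (10.9) and *Cldn3* (6.94), whose ratios during fusion were 2.24 and 2.29. *Pkp1* had a ratio of 5.49 after fusion, and the desmosomal and p53 effector gene *Perp* 2.36 during and 2.58 after fusion. *Cldn6*, a claudin of embryonic epithelium, was 2.22-fold lower after fusion. The median log2 ratio of the group was 0.39 during and 0.49 after fusion and stayed above 0 under 6 scalings. Among all genes above the floor on both arrays, the ratio of *Ceacam1* ranked 161 of 12124 during fusion and 199 of 12007 after fusion. Of the 18 genes of the Ceacam and pregnancy-specific glycoprotein family with a probe set, 3 lay above the floor in the comparison of during with before fusion and 4 in that of after with before, and *Ceacam1* was the only member over 2-fold higher in either. *Ceacam15* had a ratio of 0.871 during fusion and was under the floor after it, *Psg28* had ratios of 0.843 and 0.901, and *Psg23* was at least 1.15-fold higher after fusion. The median log2 ratio of the family was -0.20 during and 0.03 after fusion, and both take either sign between scalings.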

One of the highly up-regulated genes was *Ceacam1*. CEACAM1 is known as an adhesion and angiogenic molecule. We chose to study this molecule further because epithelial cell adhesion is an extremely important process for the initiation of palatal fusion.

**Figure 1:**
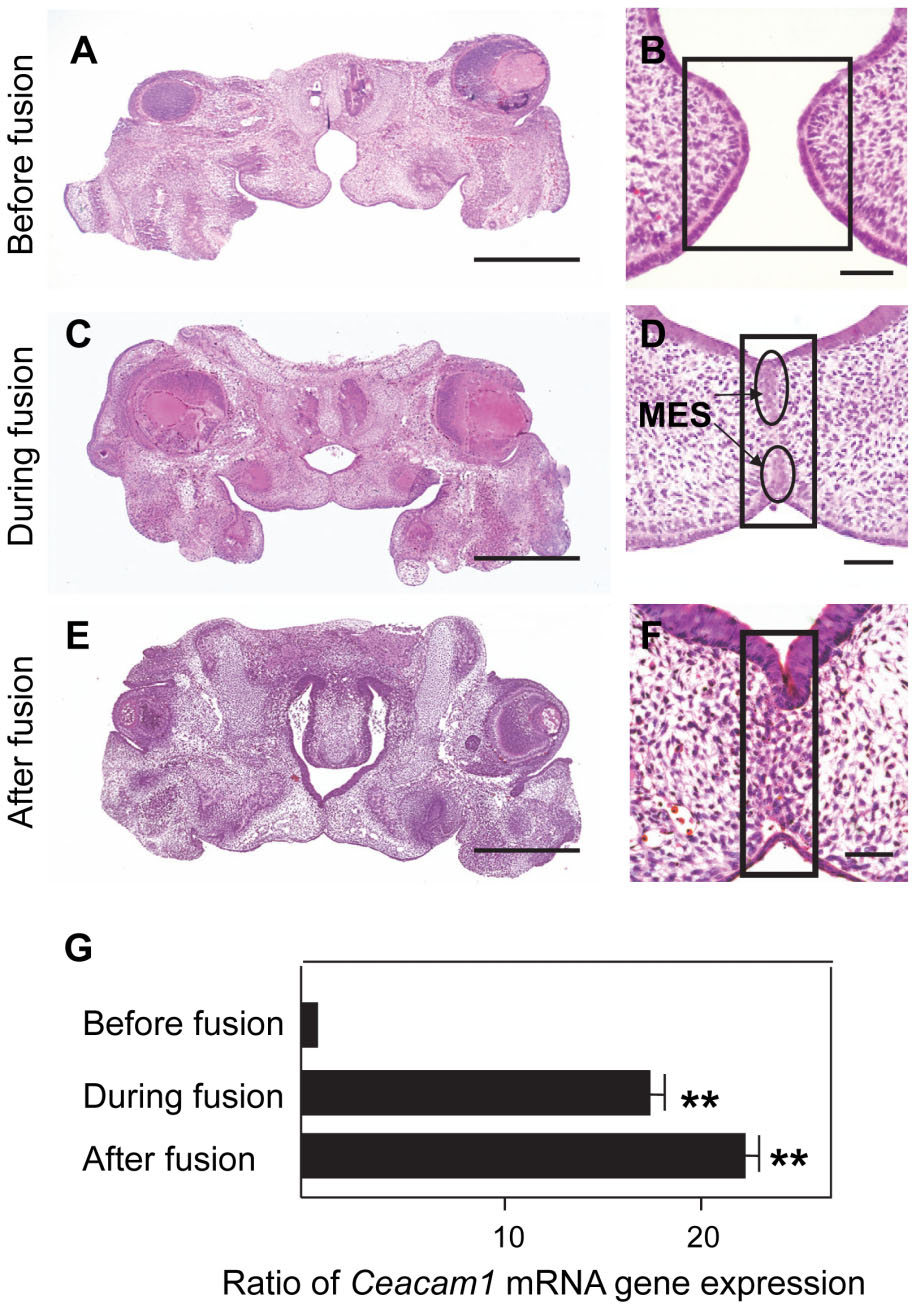
Mouse palatal fusion during palatal development in organ culture and microdissection for microarray analysis. Opposing palatal shelves had no contact in the midline after 5 h in suspension organ culture (A, B). The medial epithelial seam (MES) was detected in fusing palatal shelves after culture for 24 h (C, D). The MES was disappeared completely after 60 h cultured (E, F). Tissues were excised from the boxed regions at each stage for microarray analysis and qPCR (B, D, F). Scale bar, 500 µm (A, C, E), 50 µm (B, D, F). The qPCR analysis confirmed the expression of *Ceacam1* mRNA in the boxed regions before, during, and after fusion (G). *Ceacam1* mRNA expression levels during fusion (17.2±2.1) and after fusion (22.2±2.0) were normalized to before fusion. Bars indicate s.e.m. **P<0.01 compared with control (before fusion).

**Table 1:** Highly expressed genes in microarray analysis of embryonic palatal tissue during and after palatal fusion.

Gene name	Ratio of Gene Expression (normalized to before fusion)		
	Before fusion	During fusion	After fusion
*Krt13*	1.0	112.6	290.7
*Ceacam1*	1.0	38.0	106.1
*Car3*	1.0	37.4	17.2
*Fmo2*	1.0	32.1	65.4
*Hdc*	1.0	26.4	673.2
*Armc3*	1.0	21.5	276.9

### *Ceacam1* Expression Confirmed by Quantitative Real-time PCR

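The brightest probe set of *Ceacam1* had a scaled signal of 33.8 before, 106 during and 201 after fusion, a ratio of 3.15 during and 5.96 after fusion to before fusion. On the log2 scale these ratios are 1.65 and 2.57, larger than the spread between probe sets of one gene. *Ceacam1* has 8 probe sets on the array, and 6 of them lay under the floor before fusion. The brightest is not marked as shared, but most of the others are. Of the 7 above the floor on at least 1 array, 4 were over 2-fold higher during fusion and 6 after fusion, and none was lower. Their ratios and bounds ran from 1.09 to 5.87 during fusion and from 1.37 to 9.34 after fusion. The probe set with the highest bounds had a signal of 13.4 before, 114 during and 181 after fusion. Another had deposited signals of 0.7 before, 34.9 during and 82.1 after fusion, which is at least 1.65-fold and at least 4.17-fold higher over the floor. The last probe set was under the floor on all 3 arrays and has no ratio. Over all 8, with that probe set entered at the floors, the median was 1.985 during and 3.63 after fusion, and over the other 7, chosen after seeing the data, 2.38 and 4.17.

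**Figure D2:**
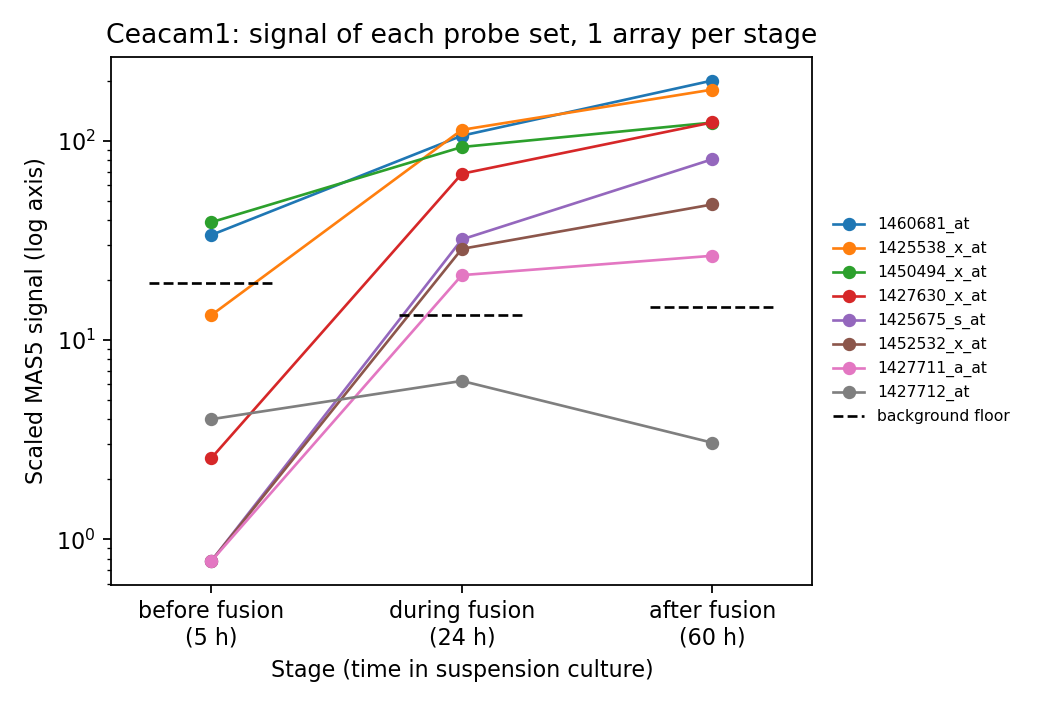
Scaled MAS5 signal (log axis) of each of the 8 *Ceacam1* probe sets against the stage of fusion, with 1 array per stage and the background floor of each array as dashed lines. All except 1 lie above the floor during and after fusion, and 6 of the 8 lie under it before fusion.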

*Ceacam1* was expressed at a very low level in the palate before fusion, but was higher expressed in the midline of the palate during and after fusion based on the microarray data. To confirm this result, qPCR was also performed using palatal tissue before, during, and after fusion after microdissection as shown in Figure 1 A–F. The qPCR demonstrated that *Ceacam1* had important role during palate formation. These data supported the result of microarray analysis (Figure 1G).

### Expression of CEACAM1 in Developing Embryonic Craniofacial Tissue

To observe the distribution of CEACAM1 in embryonic craniofacial tissue, immunohistochemical analysis was performed. At E14.5, weak expression of CEACAM1 was observed in the epithelium of developing craniofacial tissue (Figure 2A–D). CEACAM1 was expressed in the apical side of medial edges of the epithelium (Figure 2B). In submandibular duct and glands, it was similarly expressed in the apical epithelium (Figure 2C, D). These results demonstrate that CEACAM1 showed characteristic expression in craniofacial tissues such as palate and salivary gland epithelium.

**Figure 2:**
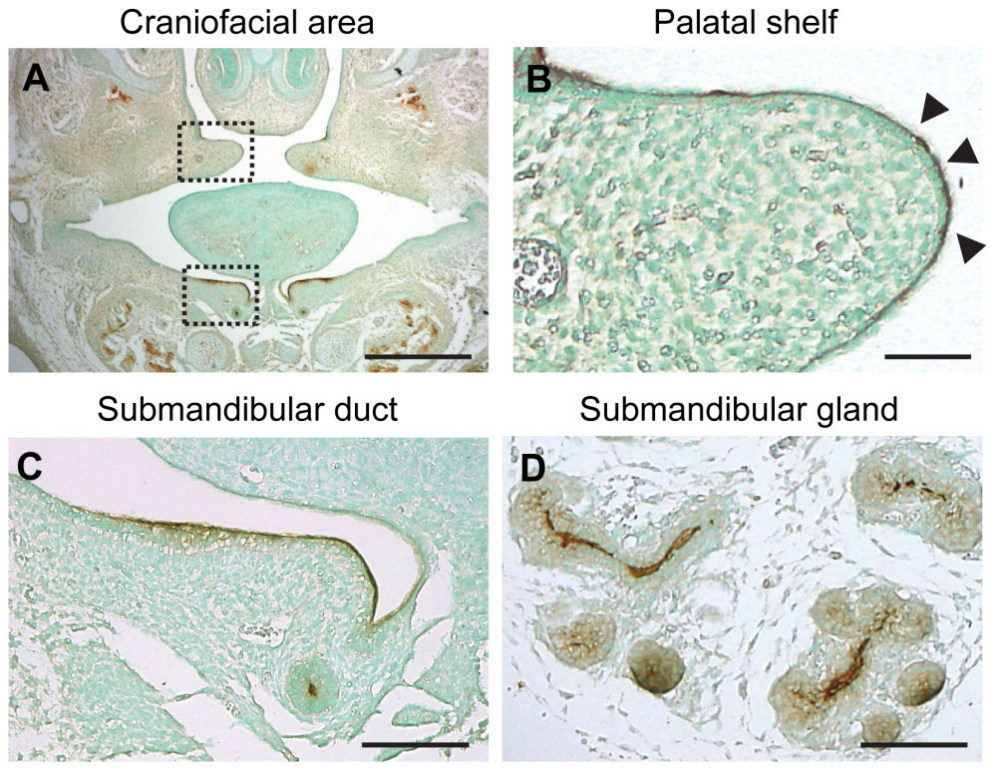
Expression of CEACAM1 in embryonic developing craniofacial tissue. CEACAM1 expression in the craniofacial region in wild-type embryo at E14.0 (A). Dotted rectangles show the medial edges of the epithelium and submandibular duct. These areas are shown enlarged (B, C). CEACAM1 was expressed in the epithelia of pre-fusion palatal shelf (B, arrowhead), submandibular duct (C) and submandibular gland (D). Scale bar, 200 µm (A), 50 µm (B), 100 µm (C, D).

### Distribution and Role of CEACAM1 in Palatal Tissue

Immunohistochemical analysis showed that CEACAM1 was expressed in the palatal epithelium. Therefore, we performed immunohistochemical analysis of CEACAM1 expression before, during and after fusion using wild-type mice. Before the fusion of palatal shelves, CEACAM1 was expressed in the MEE (Figure 3A, B). During fusion, the MES retained some CEACAM1 expression (Figure 3C). After fusion, there were no epithelial components nor any CEACAM1 expression observed in the center of the palatal shelves. Thereafter, CEACAM1 was only expressed in the nasal and oral epithelium in the midline (Figure 3D). We further investigated the functional significance of CEACAM1 expression during palate formation using a suspension culture system. In this organ culture system, the function-blocking antibody mAb CC1 [25], [26] was added to the medium, and the palatal tissues were cultured for 60 h. Initial palatal adhesion and fusion were inhibited by antibody blocking of CEACAM1. Control (non-specific IgG) showed a normal high score of palatal fusion (79.8±5.6%), whereas palatal fusion was significantly inhibited by mAb CC1 (48.3±6.7%) (Figure 3E). This result demonstrates the direct influence of CEACAM1 on the initial adhesion process during palatal fusion.

**Figure 3:**
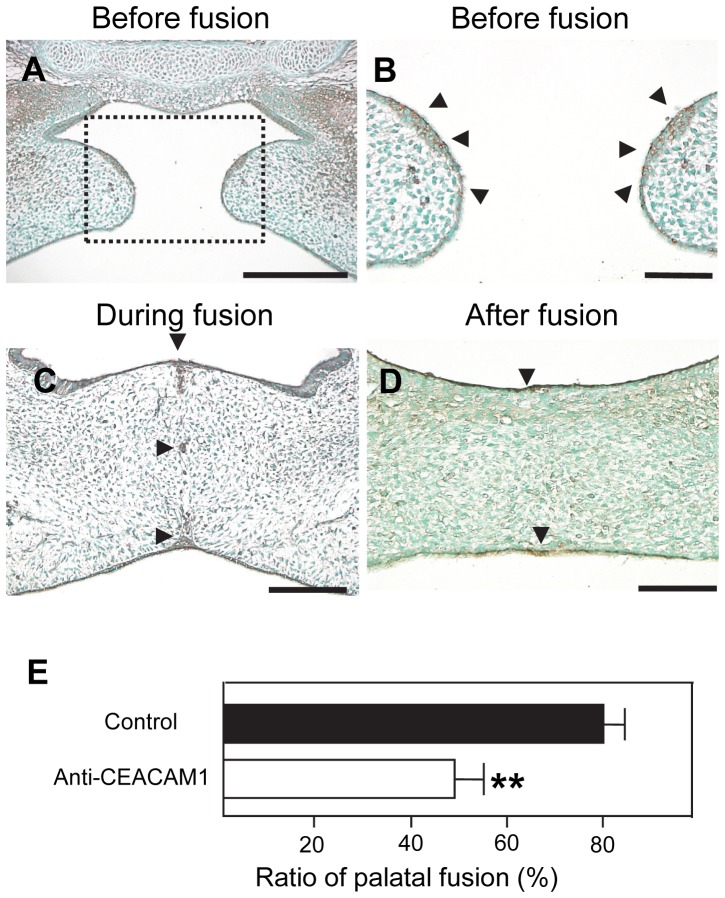
Expression of CEACAM1 and effect of anti-CEACAM1 antibody (mAb CC1) on palate fusion. CEACAM1 expression in palatal shelves before fusion (A). Enlarged image of dotted rectangle area shown in A (B). CEACAM1 was expressed in the MEE before fusion (B), and was retained in the MES during fusion (C). The MES was not observed after fusion. CEACAM1 was not seen in the center of palatal shelves, but was expressed in the nasal and oral epithelium (D). Arrowheads indicate the distribution of CEACAM1 expression in palatal epithelium (B, C and D). Scale bar, 100 µm (A), 50 µm (B, C, D). To examine the role of CEACAM1, palatal shelves were cultured for 60 h with control (non-specific IgG) and mAb CC1 (anti-CEACAM1 antibody). The frequency of palatal fusion was calculated as the percentage of fused palatal shelves relative to the total number analyzed. The mAb CC1 inhibited palatal fusion (E); the frequency of palatal fusion in the presence of mAb CC1 was 48.3%±6.7%, while control fusion frequency was 79.8%±5.6%. Bars indicate s.e.m. **P<0.01 compared with control.

### Palate Fusion in the *Ceacam1* ^−/−^ Embryonic Mouse

Based on the previous results, we hypothesized that the adhesion molecule *Ceacam1* has an important role of the epithelial fusion of palatal shelves. Consequently, we evaluated the histological appearance of palatogenesis in *Ceacam1* ^−/−^ mice overall, there were few epithelial cells remaining at the fusing midline of palates of wild-type mice at E15.5 (Figure 4A, C, E, G). In contrast, in *Ceacam1* ^−/−^ palates at this same stage, the MES still remained (Figure 4B, D, F, H). Cytokeratin staining is helpful to visualize the MES using the same sliced section (Figure 4G, H). Contrary to our expectations, palatal fusion did eventually occur, even though delayed in the *Ceacam1* ^−/−^ mice. This finding suggested that *Ceacam1* expression in MEE may relate to the disappearance of MEE cells.

**Figure 4:**
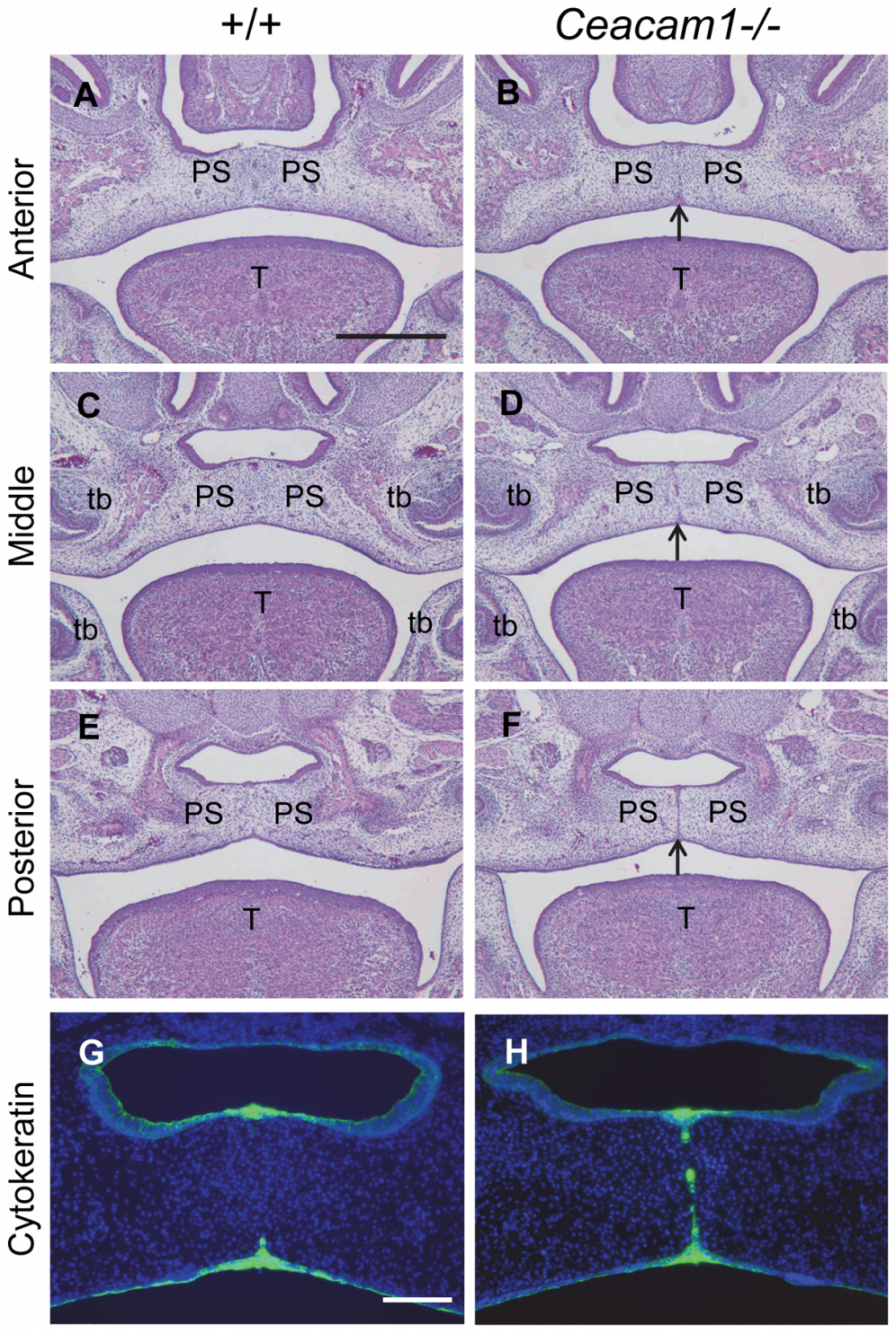
*Ceacam1* deficiency causes partial cleft secondary palate. At E15.5, palatal fusion was well under way in the anterior, middle and posterior regions of palatal shelves in the wild-type embryo. There was no epithelial component at the midline of the palate (A, C, E). The *Ceacam1* mutant embryo shows the MES in the area of palatal fusion (arrow) (B, D, F). Cytokeratin staining supported the existence of the MES, indicating a delay of palatal fusion (G, H). PS, palatal Shelf; T, tongue; tb, tooth bud. Scale bar, 200 µm (A–F), 50 µm (G, H).

### Cell Proliferation, Cell Death, and TGFβ3 Signaling in *Ceacam1* ^−/−^Palate Fusion

Since the MES was retained longer in the *Ceacam1* ^−/−^ mice, we determined whether the loss of *Ceacam1* expression in the palate resulted in intrinsic changes in the disappearance of the MES. We compared the levels of cell proliferation and apoptosis at E15.5 in palates from wild-type and *Ceacam1* ^−/−^ mice (Figure 5A–H). We determined the proliferative capacities of the palatal regions in wild-type and *Ceacam1* ^−/−^ mice by Ki-67 immunohistochemical analysis. *Ceacam1* ^−/−^ mice had the same levels of Ki-67-positive palatal mesenchymal cells as wild-type mice (Figure 5C, D, I). TUNEL-positive cells were detected in *Ceacam1* ^−/−^ mice, but their numbers were at the same level as in wild-type mice (Figure 5E, F, J). Therefore, there were no significant differences in proliferation or apoptosis of either epithelial or mesenchymal compartments between the wild-type and *Ceacam1* ^−/−^ palatal shelves. *Ceacam1* ^−/−^ mice also had nearly the same levels of TGFβ3-positive cells in the MES as the controls (Figure 5G, H, K). These results suggest that CEACAM1 does not affect proliferation, apoptosis, or TGFβ3 signaling related to the disappearance of MES.

**Figure 5:**
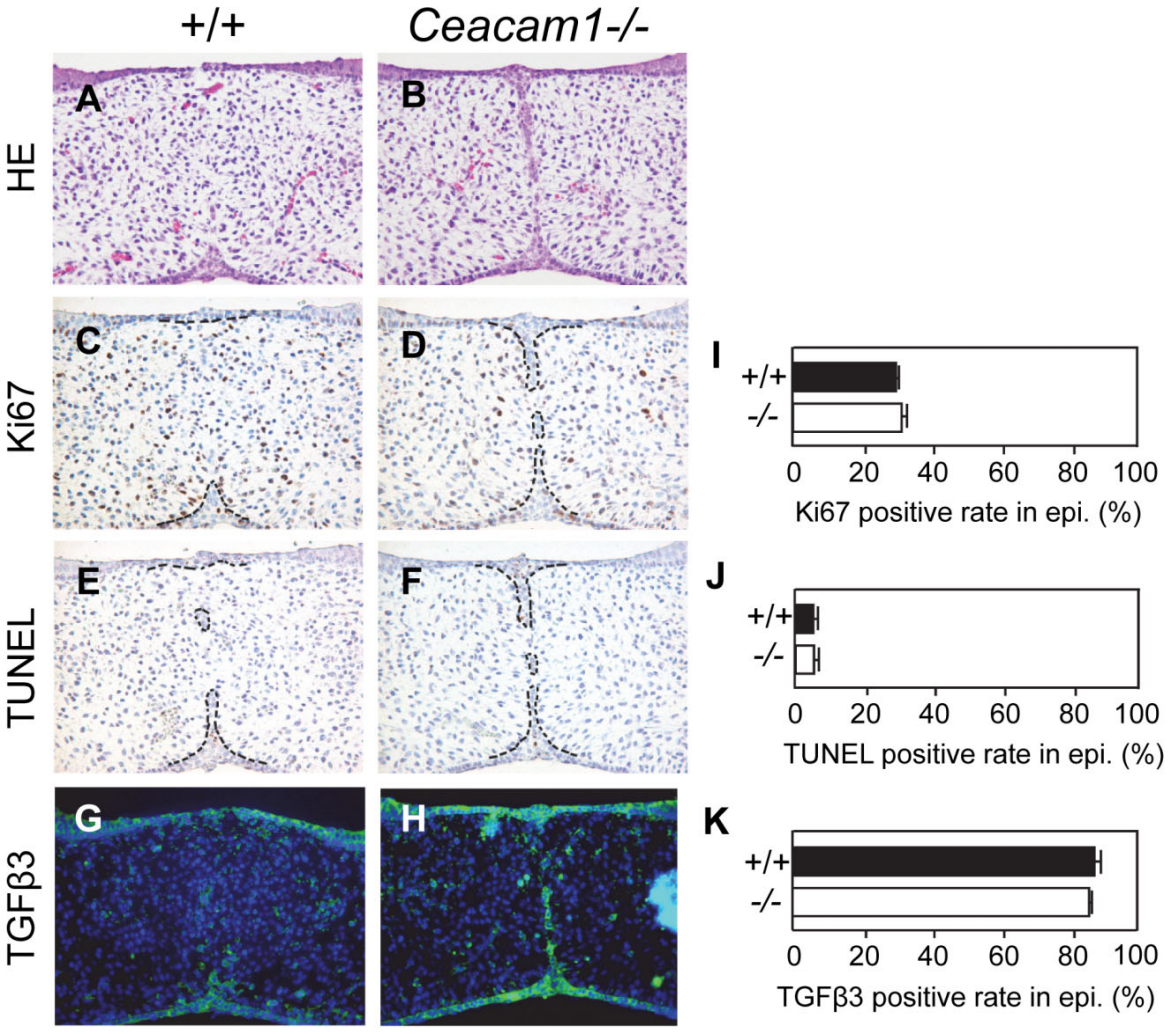
TGFβ signaling, proliferation, and apoptosis during palate formation in *Ceacam1* ^−/−^ mice. At E15.5, palatal fusion was well under way in the wild-type embryo (+/+) (A, C, E, G). *Ceacam1* ^−/−^ embryos (−/−) showed residual epithelial islands (B, D, F, H), similar to Figure 4. *Ceacam1* ^−/−^ MEE cells show positive Ki67 and TUNEL staining, markers for cell proliferation and apoptosis, respectively, from the anterior to the posterior part of the palate, and they express TGFβ3 at levels similar to the wild-type MEE cells. Expression levels were statistically analyzed (I, J, K); Ki67, 28.8±0.3 (+/+) (%), 30.6±2.4 (−/−) (%) (I); TUNEL, 5.0±1.4 (+/+) (%), 4.9±1.3 (−/−) (%) (J); TGFβ3, 86.9±3.7 (+/+) (%), 84.6±0.6 (−/−) (%) (K). Bars indicate s.e.m.; P = 0.52 (I), 0.50 (J), 0.50 (K), in *Ceacam1* ^−/−^ palates compared to wild-type (+/+).

### Distribution of CEACAM1 in *Tgfb3^−/−^* and *K14Cre;Tgfbr2^fl/fl^* Mice

We next examined different genetically-modified mice known to have palatal epithelium defects to further define the role and expression of CEACAM1 in palate formation. Although TGFβIIR is strongly expressed in both MEE and cranial neural crest (CNC)-derived palatal mesenchyme, mice deficient for the *Tgfbr2* gene die on E10.5 as the result of defects in yolk sac hematopoiesis and vasculogenesis [27]. Conditional inactivation of *Tgfbr2* in palatal epithelium using *K14-Cre*;*Tgfbr2^fl/fl^* mice revealed incomplete disappearance of the MEE and submucous cleft in palate formation [19]. *Tgfb3^−/−^* mice also show the failure of palatal shelf fusion with 100 percent penetrance [17]. Subsequent studies indicated that TGFβ3 is required for the disappearance of MEE by inducing programmed cell death [18]. Additionally, it has been reported that TGFβ3 in palatal epithelium regulates cell-cell adhesion molecules such as E-cadherin during fusion of palatal shelves [28], [29]. Therefore, we investigated that whether CEACAM1 expression was changed in TGFβ-deficient mice, which have defects in the disappearance of MEE. We compared wild-type mice at E14.5 to *K14-Cre*;*Tgfbr2^fl/fl^* mice at E15.5 and *Tgfb3* ^−/−^ mice at E14.5. CEACAM1 expression was weakly observed in the MEE of anterior and posterior regions of palatal shelves in wild-type embryos (Figure 6A, B). Residual MES palatal epithelium was seen in *K14-Cre*;*Tgfbr2^fl/fl^* mutant embryos (Figure 6C, D). Interestingly, CEACAM1 was clearly expressed in the remaining palatal epithelium in *K14-Cre*;*Tgfbr2^fl/fl^* embryos. In *Tgfb3* ^−/−^mice, the opposing palatal shelves were just attached at the midline of the developing palate (Figure 6F). CEACAM1 expression was also retained in the palatal epithelium and mesenchyme of palatal shelves (Figure 6E, F). To investigate the effect of TGFβ3 on CEACAM1 expression, exogenous TGFβ3 beads were placed in the organ culture undergoing palatal fusion. TGFβ3 did not directly affect the expression of CEACAM1 (data not shown).

**Figure 6:**
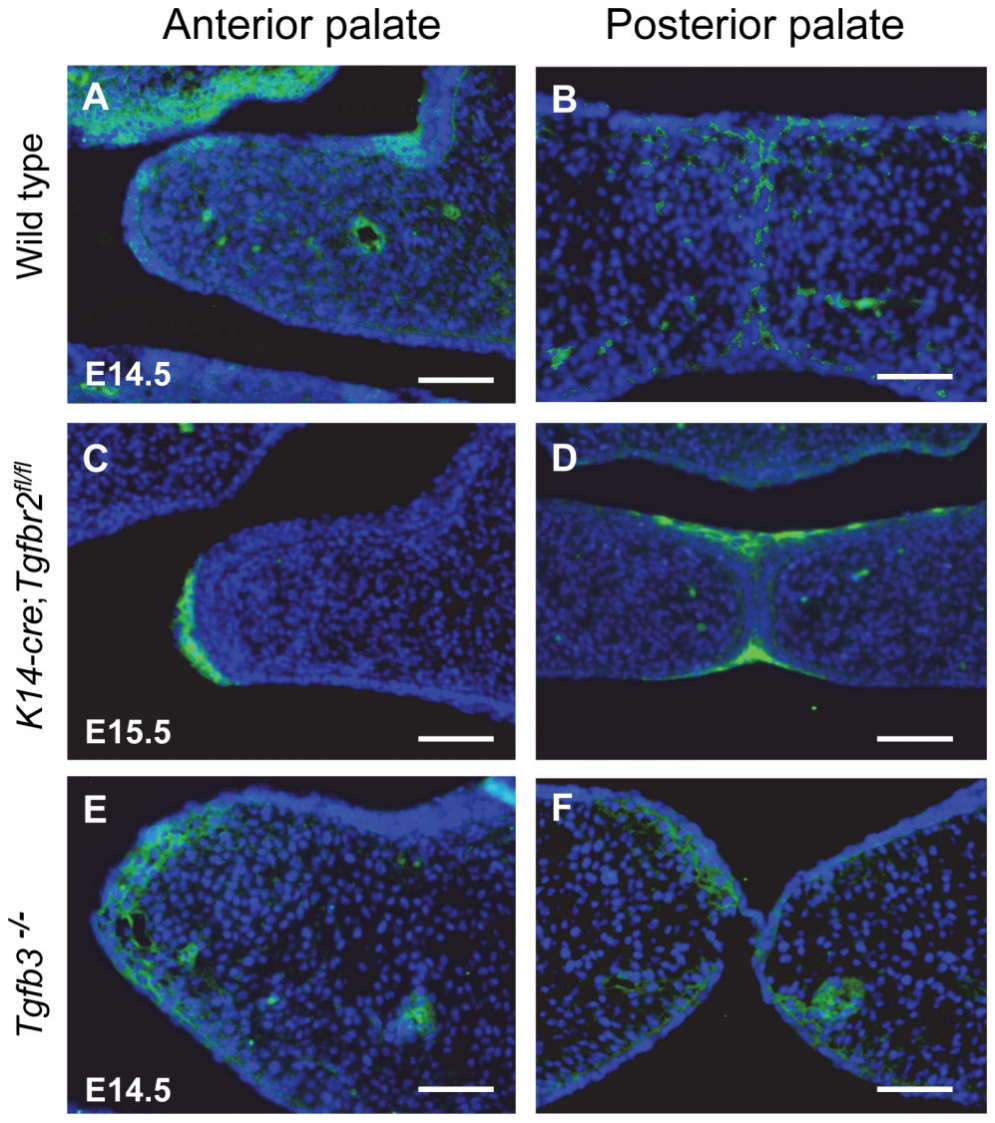
Expression of CEACAM1 in *K14-cre*;*Tgfbr2^fl/fl^* and *Tgfb3^−/−^* palatal shelves. CEACAM1 was expressed in the MEE of anterior and posterior regions of palatal shelves in wild-type embryos at E14.5 (A, B). CEACAM1 was clearly expressed in the MEE of the anterior region of the unfused palatal shelf in *K14-cre*;*Tgfbr*2*^fl/fl^* (C) and was retained in the oral and nasal triangle of MEE of at E15.5 (D). CEACAM1 was expressed in the epithelium and mesenchyme of both anterior and posterior regions of palatal shelves in *Tgfb3* ^−/−^ mice at 14.5 (E and F). Scale bar, 50 µm (A–F).

## Discussion

Recently, many genes have been studied for their roles in palate formation. Fusion of the palate occurs in three distinct steps: 1. the MEE of each palatal shelf adhere; 2. the MEE of each palatal shelf forms the MES; 3. the MES disappears. Most recent studies have focused on the mechanism of the disappearance of the MES, which is known to involve apoptosis, epithelial-mesenchymal transition (EMT), and/or cell migration. Little is known about the adhesion molecules that are critical players for attachment of opposing palatal shelves and MEE adhesion.

Cell adhesion to either a substrate or another cell is essential in development and in the maintenance of cell and tissue structure [30]. To elucidate the mechanism of palate formation, especially epithelial adhesion in craniofacial development, we performed microarray analysis to detect genes expressed in palatal tissues at various developmental stages including before, during, and after palatal fusion. We identified more than three thousand genes that are up-regulated during and after palatal fusion. 

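Counted over both comparisons with the array before fusion, 3385 probe sets naming 2384 genes were over 2-fold higher during or after fusion, and 913 of these were higher at both stages. The lower probe sets numbered 3470 and name 2335 genes. Genes of bone formation were higher: of 19 above the floor, 12 were over 2-fold higher during and 15 after fusion, and none was lower. *Ogn* had ratios of 5.12 during and 9.81 after fusion, *Panx3* was at least 14.2-fold and at least 20.3-fold higher, and *Smpd3* at least 5.60-fold and at least 7.23-fold higher. Of 29 genes of collagen and matrix, 7 were higher and 1 was lower during fusion, and 12 were higher and 2 lower after fusion; *Col1a1* had a ratio of 1.85 during and 7.03 after fusion, *Dcn* 2.36 and 7.29, and *Tnn* 5.52 and 13.1. The median of this group lay at 0.01 during fusion and changed sign between scalings. Macrophage genes were higher, 11 of 19 during and 18 of 19 after fusion, with *Cd68* at 4.84 and 17.0 and the lysozyme gene *Lyz2* at 5.27 and 20.8. Of 26 immediate-early and stress genes above the floor after fusion, 15 were higher and 1 was lower; *Fos* had a ratio of 5.69 during and 25.6 after fusion, *Nr4a1* 2.54 and 17.1, and *Junb* 3.09 and 7.41. Genes of the palatal mesenchyme were mostly lower after fusion: of 42, 10 were lower and 2 higher during fusion, and 28 were lower and 3 higher after fusion. *Osr2*, a transcription factor gene of palatal growth, was 3.42-fold lower during and 4.98-fold lower after fusion, *Barx1* 3.21-fold and 6.87-fold, and *Lhx6* 2.78-fold and 7.36-fold. *Tbx22*, a gene of palate closure, had ratios of 0.955 during and 0.127 after fusion. Among the few higher members, *Fgf7* had ratios of 2.38 and 2.53 and *Dlx5* of 2.12 and 2.76. Skeletal muscle genes were lower, 17 of 25 during and 15 of 24 after fusion, and none was higher; the myosin light chain gene *Mylpf* was 4.02-fold lower during and 9.41-fold lower after fusion. Of 25 endothelial genes, 8 were lower during and 2 after fusion and none was higher, with the receptor gene *Aplnr* 3.80-fold and 6.40-fold lower.

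Between the arrays during and after fusion, 2075 probe sets were over 2-fold higher and 2224 lower after fusion. The share that was higher, 48.3%, was 64.0% with the arrays scaled to one median, 32.1% with the hybridization controls and 38.0% with the signals as deposited.

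**Figure D3:**
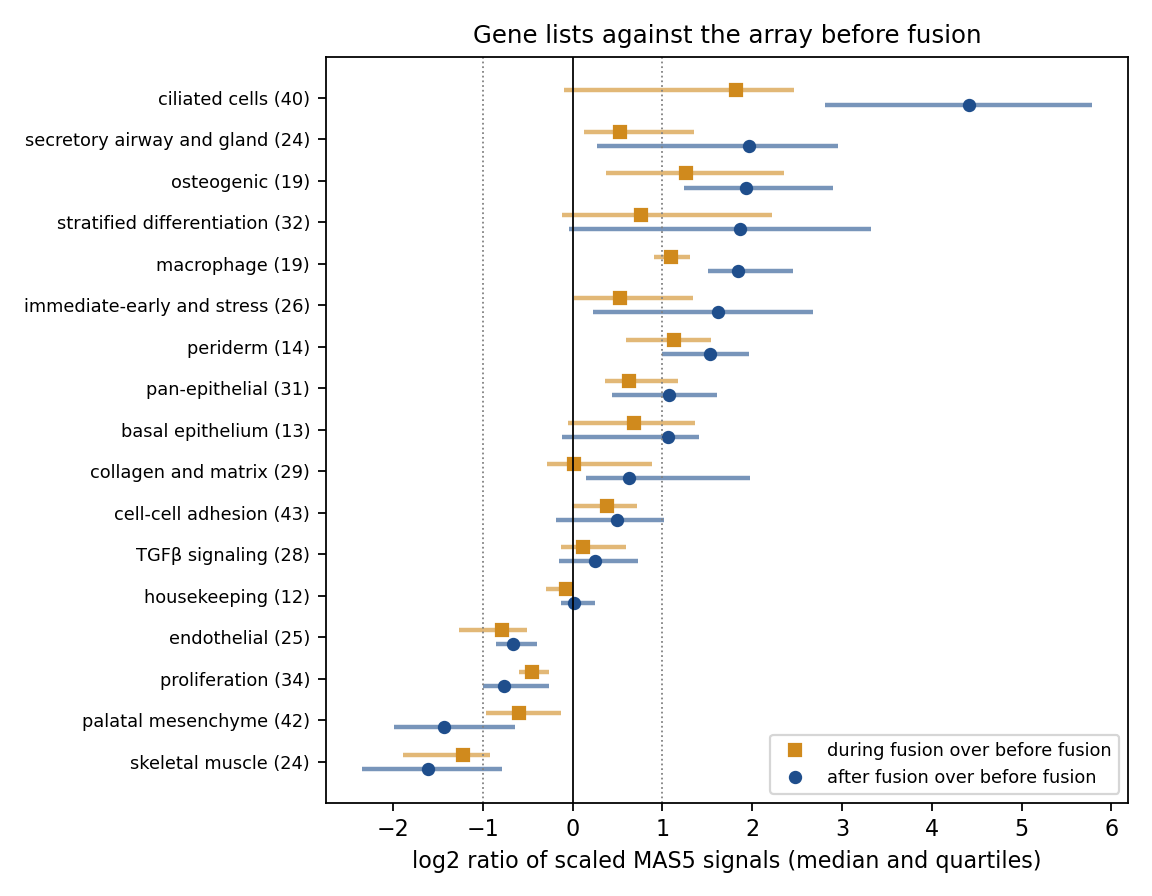
Median (marker) and quartiles (bar) of the log2 ratio to the array before fusion for 17 gene lists, during fusion (squares) and after fusion (circles). The number beside each list counts its genes above the floor in the comparison of after with before fusion; dotted lines mark a 2-fold difference, and ciliated cell genes lie highest after fusion, with skeletal muscle genes lowest.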

We hypothesized that these up-regulated genes play important developmental roles, and started searching for functional genes that have not been previously reported. During palatal fusion, *Ceacam1*, *Armc3*, *Car3*, *Fmo2*, *Hdc*, and *Ker13* are predominately up-regulated. 

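During fusion, no probe set of these genes was over 2-fold lower than before fusion. For *Fmo2*, which oxidizes drugs and other foreign compounds, 4 of 5 probe sets lay above the floor and all 4 were over 2-fold higher, with bounds from 3.03 to 4.13. Both probe sets of *Hdc* were higher, the dimmer with a bound of 2.37. Of 3 *Car3* probe sets above the floor, 2 were over 2-fold higher, and the lowest bound was 1.39. For *Krt13*, 1 of 2 probe sets above the floor was higher, as was 1 of 2 for *Armc3*, the other with a bound of 1.38. The bound of the brightest *Armc3* probe set was under 2 with the poly-A controls (1.98) and with a floor at each array's median (1.70), and so was the median over both probe sets (1.82). *Fmo2* belongs to a group of 24 detoxification and retinoid genes above the floor, of which 13 were higher and 3 lower during fusion, with *Cbr2* at 17.1 and *Adh1* at 5.23, and the retinoic acid gene *Aldh1a2* 3.14-fold lower. The paper proposes *Ceacam1*, from among these genes, as a candidate for palatal fusion, and gives the importance of epithelial cell adhesion at the start of fusion as the reason for studying it.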

*Ceacam1* was identified as a candidate gene that may be important for embryonic palatal fusion.

CEACAM1, a member of the CEA family belonging to the Ig superfamily, is an adhesion molecule. It has been suggested as a candidate molecule that regulates immunological homeostasis in the intestine. Previous research reported that CEACAM1 functions in cell adhesion, apoptosis, and angiogenesis. There are also a few studies on its role in morphogenesis in the mammary gland [31]. CEACAM1 also functions as an epithelial tumor suppressor and as an angiogenic growth factor [22], [32]. These studies suggest that CEACAM1 regulates epithelial adhesion and morphogenesis. CEACAM1 expression is induced by VEGF. CEACAM1 contributes to endothelial cell tube formation (angiogenesis) as an additional effect of VEGF [33]. CEACAM1 is expressed in adherence junctions, and it supports cell adhesion and polarity [34]. CEACAM1 displays both homophilic adhesion (CEACAM1-CEACAM1) and heterophilic adhesion (CEACAM1-CEA) [35]. One hypothesis is that CEACAM1 contributes to cell adhesion and morphogenesis of the palate. However, there are no reports that indicate the distribution and role of CEACAM1 in palatal fusion.

To address the functional role of CEACAM1 in palatal fusion, we examined the expression of CEACAM1 during palatal development. CEACAM1 is expressed at the apical side of palatal epithelium before fusion and is lost along with the progressive disappearance of MEE. Interestingly, *Ceacam1* mRNA expression was increased during and after palatal fusion, even though epithelial cells of the MES had disappeared. 

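The signal of *Ceacam1* was higher after fusion than during fusion, with a ratio of 1.89 that ran from 1.69 to 2.09 over 6 scalings. All 7 *Ceacam1* probe sets above the floor were higher after fusion than during fusion, with ratios from 1.25 to 2.53, and 1 of them was over 2-fold higher. Most of these, though not the brightest, are marked as shared, so signal from other transcripts is not excluded for them. Genes of the medial edge epithelium did not share one direction: of 13 above the floor, 2 were higher and 1 was lower during than before fusion, and 1 was higher and 1 lower after than during fusion. Their median log2 ratio was 0.22 for during over before fusion (under 0 with the poly-A controls), 0.50 for after over before and -0.17 for after over during. *Mmp13*, *Snai1* and *Snai2* of this list are also in the list of epithelial-mesenchymal transition and proteases. The list therefore does not single out the medial edge epithelium. *Tgfb3* had a scaled signal of 306 before, 575 during and 357 after fusion, a ratio of 1.88 during and 1.17 after fusion to before fusion. The collagenase gene *Mmp13* was at least 21.7-fold higher during and at least 23.3-fold higher after fusion, and the growth factor gene *Tgfa* had a ratio of 2.06 at both stages. *Shh*, expressed by palatal epithelium, was 7.70-fold lower after fusion than during fusion, and its brightest probe set had a signal of 943 during fusion. Of 20 genes of epithelial-mesenchymal transition and matrix proteases above the floor, 3 were higher and 1 was lower during fusion; after fusion 2 of 19 were higher and 3 lower. *Mmp9* had a ratio of 3.44 during and 6.92 after fusion, whereas *Mmp11* and *Lef1* were 4.42-fold and 3.36-fold lower after fusion. The median of this group was -0.05 during fusion, with either sign between scalings, and 0.43 after fusion.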

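Epithelial genes as a group were higher after fusion. Of 31 pan-epithelial genes above the floor, 10 were over 2-fold higher and none lower during fusion, and 18 were higher and 1 lower after fusion. The basal keratin gene *Krt5* had ratios of 3.75 during and 7.33 after fusion, *Krt14* of 2.79 and 2.64, *Krt15* of 2.83 and 3.17, and the epithelial transcription factor gene *Ehf* of 3.61 and 4.62. E-cadherin (*Cdh1*) had ratios of 1.27 and 1.67. Of 13 basal genes, 5 were higher during and 7 after fusion, with 1 lower after fusion. Genes of stratified differentiation were higher in 14 of 31 cases during and 18 of 32 after fusion, and none was lower; *Krt4*, a keratin of oral epithelium, had ratios of 7.59 and 16.8, *Krt6a* of 8.09 and 11.9, and *Ly6d* of 12.8 and 45.7. Of 14 periderm genes, 8 were higher during and 10 after fusion, among them *Krt17* (5.49 and 3.98) and *Gabrp* (3.07 and 3.00). After fusion, *Grhl3* and *Arhgap29* of this list went the other way, with ratios of 0.625 and 0.656. Ciliated cells line the nasal side of the palate. Of their genes, 24 of 39 were over 2-fold higher during fusion and 39 of 40 after fusion, and all 40 above the floor in the last comparison were higher after than during fusion. *Pifo*, a gene of the primary cilium, was at least 19.4-fold higher during and at least 89.8-fold higher after fusion. Genes of secretory airway and gland cells were higher in 9 of 24 cases during and 14 of 24 after fusion, with *Reg3g* at least 15.6-fold and at least 81.8-fold higher. The median log2 ratio of each of these groups to before fusion stayed above 0 under 6 scalings.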

Because CEACAM1 is expressed in nasal and oral epithelium after palatal fusion, this discrepancy is likely due to *Ceacam1* mRNA contributed by the nasal and oral epithelium. We also performed functional inhibition studies using antibody and analyzed the palatal tissues of the *Ceacam1^−/−^* mouse. The anti-functional CEACAM1 antibody inhibited palatal adhesion between opposing palatal shelves. These experiments demonstrated that CEACAM1 is very important for adhesion of palatal shelves at the initiation of palatal fusion.

Previous studies indicated that palatal fusion is related to the differentiation of epithelial tissue. The epithelial tissue that was not fusing was covered with periderm, but periderm was absent in the fusing area [12]. CEACAM1 was detected in the epithelium of palatal processes before attachment of the palatal shelves. Consequently, CEACAM1 may have some function in adhesion through the formation of periderm in palatal epithelium. If *Ceacam1* is an absolutely critical factor for initial adhesion of palatal shelves, we hypothesized that the loss of *Ceacam1* in palatal epithelium would result in complete failure of palatal fusion. However, palatal fusion of *Ceacam1^−/−^*mice was only delayed compared with wild type mice, indicating a role in initial adhesion but not an absolute requirement for eventual fusion.

Apoptosis is the major process for the decrease in MEE during palatal fusion. To explore the mechanism responsible for the failure of MEE disappearance in the *Ceacam1^−/−^*mice, we investigated whether there was any difference in apoptosis. The fate of MEE showed no change in the *Ceacam1^−/−^* palate. Wild-type MEE cells showed positive TUNEL staining as a marker for cell death from the anterior to the posterior part of the palate. At E15.5, the palate fusion process was completed, and most of the wild-type MEE cells had disappeared. *Ceacam1^−/−^* MEE cells still maintained the ability to proliferate and were positive for Ki67 staining throughout the entire palate. We concluded that palatal fusion in the *Ceacam1^−/−^*mouse was delayed, but cell proliferation and apoptosis were not affected. Therefore, we suggest that the loss of initial cell adhesion in *Ceacam1^−/−^* leads to a delay of palatal fusion without changes in proliferation or apoptosis.

Analysis of the CEACAM1 levels in two different genetically modified models with various forms of cleft palate gave us a further indication of how CEACAM1 might be functioning. Ablation of *Tgfbr2* in palate epithelial cells in *K14-cre*;*Tgfbr2^fl/fl^* mice showed a soft palate cleft, submucosal cleft, and failure of the primary palate to fuse with the secondary palate [19]. *Tgfb3^−/−^* mice show complete phenotype penetrance of cleft palate [14]. And recent research showed that TGFβ3 inhibits E-cadherin gene expression in palate medial-edge epithelial cells [28]. It suggested that degradation of adhesion molecules by TGFβ is critical event for disappearance of MEE during palatal fusion process. In our present study, we showed that TGFβ3 was expressed at normal levels in the epithelial cells of *Ceacam1^−/−^* mice palate. These data indicate that *Ceacam1* is likely a downstream target gene of TGFβ3 signaling rather than *vice versa*. The continued expression of CEACAM1 after loss of TGFβ signaling in the epithelium could be a reason for the cleft palate in TGFβ-signal deficient mice.

We conclude that CEACAM1 expression can be influenced by the status of TGFβ3 signaling. Its decreased expression at sites of failed palatal fusion is consistent with the antibody inhibition and gene ablation data indicating a direct role in the initiation of palate formation via epithelial cell adhesion.

Our fetal global gene discovery study on palatal fusion using microdissection and microarray analysis is the first of its kind. To the extent that epithelial adhesion is critical to palate formation, identification of new genes and pathways involved in this process will help efforts toward the development of novel strategies to protect and enhance palate fusion and improve treatments for cleft palate.

How the deposited data were processed for this re-analysis (not part of the article)

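Gene expression was measured on 3 Affymetrix Mouse Genome 430 2.0 arrays, 1 per stage, from tissue dissected at the edge of the palatal shelves before fusion (5 h in suspension culture) and from the median tissue during (24 h) and after fusion (60 h). Sample labels and the legend of Figure 1 gave the stage and the hours. The authors computed the signal intensities from the scanned arrays with GeneChip Operating Software and the MAS5 algorithm before deposit, with background correction, and the intensity values hold 1 signal per probe set on a linear scale, not logged. Comparisons made by the authors in GeneSpring are not seen in the values. The values of the qPCR, of the immunostaining and of the antibody and knockout experiments were not analysed here.

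The table holds 45101 probe sets, of which 64 are controls. Of the other 45037, 34945 name 1 gene, 932 name several and 9160 name none; 34754 symbols were matched through their gene ID to the annotation of GRCm38.p6, which was used for names alone. In all, 18193 genes have a probe set, and each gene is represented by the probe set with the highest mean signal. The trimmed means of the deposited signals differed by more than 10%, so the arrays were scaled to one trimmed mean (2% left out at each end). The floor of each array was the 95th percentile of 81 sensory receptor probe sets, and each signal under it was raised to it. Before scaling, the floors were 17.4 before, 14.5 during and 14.9 after fusion and the median signals 24.6, 32.3 and 27.2. A probe set was counted when its ratio passed 2-fold. A ratio with both signals under the floor is not given. The number of arrays limits the precision: with 1 array per stage no test between stages can be made, no p-value is given, and differences between embryos cannot be told from differences between stages. The only spread in the values is that between probe sets of one gene; for scaled signals over 100 its SD was 0.23 on the log2 scale for during over before, 0.31 for after over before and 0.26 for after over during fusion.

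Lists of genes, 35 with 864 entries, the rule for the named genes, the comparisons and the main settings were set before the data were examined, when the ratios of Table 1 had been seen. The lists cover the genes of Table 1; pan-epithelial, basal, stratified, periderm, medial edge, ciliated and secretory epithelium; cell-cell adhesion; the Ceacam family; TGFβ signaling; palatal mesenchyme; osteogenic, chondrogenic and collagen genes; skeletal muscle; erythroid, endothelial, macrophage, mast and neutrophil cells; Schwann cells, neurons and olfactory neurons; adipocytes; proliferation; apoptosis and p53; epithelial-mesenchymal transition and proteases; hypoxia; immediate-early and stress genes; interferon response; inflammation; detoxification; sex genes; and housekeeping genes. A list was described by the genes above the floor on at least 1 array of the pair, by its median log2 ratio, and by the percentile of that median among 10000 random lists of the same size matched on mean signal in 20 bins. The percentile describes these arrays and is not a test between stages. The named genes are those the paper names, those with the largest and smallest ratios or bounds in each comparison, up to 4 members of each list that moved most in its direction and up to 2 the other way, the Ceacam family members above the floor, and the sex genes. Predicted genes without a symbol of their own were passed over. Counts over either comparison, ranks of *Ceacam1* and ratios between the arrays during and after fusion under each scaling were added after the values were seen.

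The alternatives set beforehand were no floor, a floor at each array's median, a dimmer signal left as it was, the floor added to both signals, scaling to one median, quantile normalization, scaling to the hybridization controls, the median over the probe sets of a gene, genes in place of probe sets, and a threshold of 4-fold. Of these, a dimmer signal left as it was and the floor added (the mean of the 3 floors) were set for the counts and run for the genes of Table 1 after seeing the data. Alternatives chosen after seeing the data were the deposited signals with the floor, no floor after scaling to one trimmed mean, one common floor, scaling to the poly-A controls, one median with no floor, and the median over the probe sets of a gene that lay above the floor on at least 1 array of the pair. The median over all probe sets, set beforehand, also takes in probe sets under the floor on both arrays, which enter as the ratio of the floors. Where a log was needed for a deposited 0, 0.1 was used; 4 values were 0.

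The steps were tested on simulated data with the spread between probe sets added. In the comparison of during with before fusion, 51 of 67 probe sets with a simulated 2.5-fold difference were found over 2-fold, 67 of 67 at 4-fold and 66 of 66 at 8-fold, and 353 of 44837 unchanged probe sets (0.787%) passed 2-fold. In that of after with before fusion, 48 of 67, 67 of 67 and 66 of 66 were found, and 1222 of 44837 unchanged probe sets (2.73%) passed. Of 200 random lists, 11 and 9 lay outside the middle 95% of random lists, and all 200 lists shifted by a log2 of 0.5 lay above it in either comparison. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.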

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

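The test that sets ciliated cell genes against pan-epithelial genes and the median over the *Ceacam1* probe sets above the floor were chosen only after the result was seen.

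The paper reports array values for the 6 genes of Table 1. The groups that follow consist mostly of other genes, although periderm and other epithelium are discussed in its text. Their median log2 ratios to before fusion lay past 1 or -1 and outside nearly all random lists (percentile 99.88 to 100, or 0 for the lower ones). Periderm genes had a median of 1.13 during and 1.53 after fusion. Of this list, *Krt8*, *Krt18*, *Krt19* and *Sfn* are also in the pan-epithelial list and *Gabrp* is in the secretory list. *Krt4* and *Krt6a*, with the largest ratios of the periderm list at both stages, are also among the genes of stratified differentiation. The median therefore does not single out periderm. Pan-epithelial genes had a median of 1.07 and basal epithelial genes of 1.06 after fusion. Of the 31 pan-epithelial genes, 16 are also in another list, among them *Krt5*, *Krt14*, *Krt15* and *Trp63* in the basal list. The epithelial groups are therefore not separate results. Genes of stratified differentiation had a median of 1.87 after fusion. For ciliated cells the median was 1.82 during and 4.41 after fusion. Secretory airway and gland genes had a median of 1.97 after fusion. Osteogenic genes had a median of 1.26 during and 1.93 after fusion. Palatal mesenchyme genes had a median of -1.44 after fusion. For skeletal muscle the median was -1.22 during and -1.61 after fusion. Erythroid genes had a median of -1.37 after fusion. Macrophage genes had a median of 1.10 during and 1.84 after fusion. Neutrophil genes had a median of 2.38 after fusion, with 6 of 9 higher, among them *Ltf* (at least 34.5-fold) and *S100a8* (at least 11.0-fold). Of these 6 genes, 5 are also in the secretory, inflammation or protease lists, and among the 3 others the granule gene *Mpo* was at least 1.99-fold lower, so the median does not single out neutrophils. Adipocyte genes, a list that also holds *Car3*, had a median of 1.22 after fusion. Immediate-early and stress genes had a median of 1.62 after fusion. Interferon response genes had a median of 1.47 and inflammation genes of 1.08 after fusion. For detoxification and retinoid genes, a list that also holds *Fmo2*, the median was 1.13 during and 1.61 after fusion.

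*Ceacam1* was higher during and after fusion than before it, with log2 ratios of 1.65 and 2.57 at its brightest probe set, whose lowest ratio over 6 scalings was 2.60, which argues against scaling between the arrays. A larger share of epithelium in the dissected tissue is not excluded: the upper quartile of 31 pan-epithelial genes, 1.17 during and 1.60 after fusion, lay under that probe set, but *Krt5* and 1 more gene of the list (*Ehf* during, *Cldn3* after fusion) lay above it. The median over all *Ceacam1* probe sets was 0.99 during and 1.86 after fusion. Over the 7 above the floor it was 1.25 and 2.06, over the quartiles by less than the spread between probe sets. Of the 8 probe sets, 6 lay under the floor before fusion, so most values in these medians are lower bounds. The median of 0.99 therefore cannot show that *Ceacam1* lay under the quartile. The brightest probe set is not marked as shared between genes and was 5.96-fold higher after fusion, at a signal of 201. After fusion, no other Ceacam gene with a probe set was above the floor of 14.7. *Psg23* and *Psg28* of the same family had signals of 22.3 and 21.4. These values argue against signal from those genes at the brightest probe set. Any Ceacam gene without a probe set stays open. Also open, and not tested, are more of one kind of epithelium, such as the nasal and oral epithelium that the paper names, and a higher level per cell. The hours in culture and the piece of tissue taken are open too, and neither can be separated from the stage of fusion.

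*Hdc* was at least 94.6-fold higher after fusion than before it, and mast cells in the tissue would bring their other transcripts. Of 16 mast cell genes with a probe set, 9 were under the floor both before and after fusion, and the median log2 ratio of the other 7 was 0.46. Of these, 4 are bounds, among them the proteases *Cpa3* and *Cma1* with signals of 29.8 and 26.6 after fusion, and a bound cannot show that a gene is under 2-fold. The other 3 (*Kit*, *Gata2* and *Mitf*) were already above the floor before fusion, where a small share of mast cells would not show. The signals after fusion are themselves not bounds. The 4 genes with bounds reached at most 35.6 (*Hpgds*) after fusion, and 9 genes stayed under the floor of 14.7, beside 1835 for *Hdc*. Signals of different probe sets cannot be compared as amounts of transcript, and these mast cell signals lie near or under the floor. They therefore do not decide whether mast cells were the main source of the *Hdc* signal. *Kit*, *Gata2* and *Mitf*, above the floor on both arrays, had ratios of 1.05, 1.39 and 1.34 after fusion to before fusion. For these 3 genes, the values argue against a large added share of mast cells. A small share is neither excluded nor shown. The stage of fusion, the 60 h in culture and the different piece of tissue taken before fusion remain open as well.

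*Armc3* was at least 28.0-fold higher after fusion than before it, a log2 ratio of at least 4.81. The ciliated cell list, of which 14 of 41 genes were above the floor before fusion and none is in another list or in Table 1, had a median of 4.41, with scaled signals after fusion of 5908 for *Dynlrb2* and 3495 for *Rsph1*; this is consistent with ciliated nasal epithelium as a candidate source, and the microdissection would not remove it. A larger share of all epithelium is argued against, since the lower quartile of the ciliated list, 2.81, and *Armc3* both lie over the pan-epithelial upper quartile of 1.60. Whether more nasal epithelium was dissected after fusion, or cilia formed during the culture, was not tested.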

How the results depend on the processing

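Leaving out a replicate was not possible with 1 array per stage, and no paired analysis was possible because the labels pair no samples. Of the counts under the alternatives, 41 stayed within 1.5 times the main count, among them all counts under quantile normalization, one median, the hybridization controls and one common floor. Counts are given as higher and lower. For during over before fusion they were 8766 and 4103 with no floor on the deposited signals, 760 and 444 by gene, and 211 and 50 over 4-fold; 467 were lower with a floor at each array's median and 531 with the floor added, and 3226 were higher with the dimmer signal not raised. For after over before fusion they were 8635 and 6992 with no floor, 1758 and 1341 by gene, and 910 and 236 over 4-fold. For after over during fusion they were 5548 and 8495 with no floor, 1252 and 728 by gene, and 499 and 158 over 4-fold; the lower count was 1385 with a floor at each array's median, 3974 with the dimmer signal not raised and 1359 with the floor added. Under the alternatives chosen after seeing the data, counts during over before fusion were 2806 and 414 on the deposited signals with the floor, 6448 and 5514 with no floor, 759 and 2457 with the poly-A controls, and 5781 and 6279 with one median and no floor. After over before fusion they were 7432 and 8644 with no floor, 1751 and 6718 with the poly-A controls, and 7629 and 8344 with one median and no floor, and 1952 were lower on the deposited signals with the floor. After over during fusion they were 6203 and 7648 with no floor and 7176 and 6550 with one median and no floor. Counts by gene and over 4-fold are lower by construction. For the others the cause was not tested.

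As the median over all its probe sets, the ratio of *Ceacam1* was 1.985 during and 3.63 after fusion, where 1 probe set under the floor on both arrays enters as a ratio of the floors. Over the 7 above the floor, chosen after seeing the data, it was 2.38 and 4.17. Its other ratios ran from 2.46 to 3.82 during and from 4.38 to 6.73 after fusion. For *Krt13* during fusion the median over all probe sets was 0.743, because the signal of the middle probe set during fusion was under the floor of the array before fusion. Of the ratios of Table 1 genes under the alternatives, 106 differed by less than the spread between probe sets, 61 differed by more and 1 reversed. Of the list medians, 671 differed by less than that spread and 74 by more. Scaling to one median, to either set of controls or not at all moves every log2 ratio by one amount. That amount was at most 0.28 for during and 0.38 for after over before fusion, under the spreads of 0.37 and 0.46. These scalings could therefore not differ by more than the spread, and their part of the 106 and 671 does not show stability. Among the medians past 1 or outside the middle 95% of random lists, 3 after fusion changed sign with the poly-A controls, chosen after seeing the data: TGFβ signaling at -0.13, apoptosis and p53 at -0.0271 and hypoxia at -0.0569. Medians nearer the middle of random lists, such as those of neuronal and chondrogenic genes, changed sign too; the cause was not tested. The floor limits what can be read of genes that are dim before fusion: their ratios are bounds.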

Differences from the paper's values

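The paper states 3663 up-regulated and 2947 down-regulated genes over 2-fold. It names no comparison or filter beside these counts; its Discussion places the up-regulated genes both during and after fusion, and its Table 1 sets both stages against before fusion. Against the array before fusion, 1440 probe sets were higher and 983 lower during fusion. Of the alternatives set before the data were examined, the higher count lay within 1.5 times the paper's with the dimmer signal not raised to the floor (3226), and not with no floor, a floor at each array's median, the floor added to both signals, one median, quantile normalization, the hybridization controls, genes in place of probe sets or a threshold of 4-fold. The lower count lay within 1.5 times the paper's with no floor on the deposited signals (4103) and under none of the others. The deposited signals with the floor gave 2806 higher, and the poly-A controls 2457 lower; both were chosen after seeing the values, and of the 6 genes of Table 1 the first keeps all over 2-fold during fusion, while the other leaves *Armc3* at 1.98. After fusion, 2858 higher and 2991 lower probe sets were within 1.5 times the paper's counts. So were the probe sets that passed 2-fold either during or after fusion, 3385 higher and 3470 lower, a count made after seeing the values. The paper's counts are stated as genes, however. With genes in place of probe sets, 1758 were higher and 1341 lower after fusion, both outside 1.5 times. The probe sets after fusion name 2063 higher and 2002 lower genes, and those in either comparison 2384 and 2335. Of these, the lower counts were within 1.5 times and the higher counts were not.

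For *Ceacam1*, the paper's Table 1 gives ratios of 38.0 during and 106.1 after fusion, and the ratios of its brightest probe set were 3.15 and 5.96. None of the alternatives set for these ratios before the data were examined came within 1.5 times of the paper's values: during fusion they ran from 1.985 to 3.82 and after fusion from 3.63 to 6.73, the lowest being the median over all probe sets, with 1 under the floor on both arrays. With the floor added to both signals, chosen for the ratios after seeing the values, they were 2.46 and 4.38, and leaving the dimmer signal as it was, also chosen then, does not alter the brightest probe set of *Ceacam1*. With the arrays scaled to one median and no floor, a setting chosen after seeing the values, the probe set with deposited signals of 0.7, 34.9 and 82.1 gave 38.0 and 106.1, and the brightest 2.91 and 6.09. In that setting, 5 of the 6 genes of Table 1 have a probe set with both ratios within 1% of the paper's, and each of these 5 probe sets lay under the floor before fusion; *Car3* has none.

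For *Car3* after fusion, the paper's ratio is 17.2, and the brightest probe set was at least 45.4-fold higher. None of the alternatives set for these ratios before the data were examined came within 1.5 times of the paper's value. The median over all probe sets of *Car3* gave 1.84, with 2 of 4 probe sets under the floor on both arrays; no floor, a floor at each array's median, one median, quantile normalization and the hybridization controls gave ratios or bounds from 32.1 to 53.4, more than 1.5 times the paper's. Of the settings chosen for the ratios after seeing the values, the floor added to both signals gave 26.0, only just more than 1.5 times the paper's, and the dimmer signal left as it was 47.3. The median over the 2 probe sets above the floor, chosen after seeing the values, was a bound of 14.3, within 1.5 times of the paper's value; this setting leaves *Armc3* under 2-fold during fusion (1.82), 1 of the 6 genes of Table 1. With one median and no floor, chosen after seeing the values, the third-brightest of 4 probe sets gave 37.3 during and 14.2 after fusion, beside the paper's 37.4 and 17.2, and the brightest gave 50.1 and 48.3.

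By qPCR, another assay, the paper gives *Ceacam1* ratios of 17.2 during and 22.2 after fusion (Figure 1G), beside array ratios of 3.15 and 5.96. No alternative set for the array ratios before the data were examined came within 1.5 times of these values, nor did the floor added to both signals (2.46 and 4.38), chosen after seeing the values. The array ratios rest on a signal of 33.8 before fusion, near the floor of 19.4. Of the 8 probe sets, 6 lay under that floor, and their ratios are lower bounds, up to 5.87 during and 9.34 after fusion. Those bounds cannot show a ratio under that of the qPCR. The array and the qPCR both gave a higher level during fusion than before it, and a higher level after fusion than during it.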

Other observations

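Of 34 proliferation genes, none passed 2-fold during fusion (median log2 ratio -0.46), and 9 were lower and none higher after fusion (-0.76), both medians at percentile 0 of random lists; the replication genes *Mcm5*, *Mcm6* and *Mcm7* were 2.62-fold, 2.19-fold and 2.19-fold lower after fusion, and *Mki67* had ratios of 0.831 during and 0.550 after fusion. Of 21 genes of apoptosis and p53, 7 were higher during fusion, none was lower and 14 did not pass 2-fold (0.57), with the cell cycle inhibitor gene *Cdkn1a* at 10.3, *Pmaip1* at 9.59 and *Ccng1* at 4.63. After fusion 9 were higher and 1 was lower (0.35). Of 25 immediate-early and stress genes, 10 were higher and 3 lower during fusion (0.53); the lower ones include *Asns* and *Trib3* (3.94-fold lower), and *Ier3* had a ratio of 4.80. Of 28 TGFβ signaling genes, 3 were higher and none lower during fusion (0.11, with either sign between scalings), and 5 were higher and 1 was lower after fusion (0.25). *Ccn2* had ratios of 2.88 and 5.74, *Tgfb1* of 1.02 and 1.82, *Tgfb2* of 0.671 and 0.838, and *Tgfbr2* of 1.22 and 1.65, while *Tgfbr1* was 2.04-fold lower after fusion.

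Interferon response genes were higher in 3 of 14 cases during (0.39) and 11 of 15 after fusion, with *Usp18* at least 8.04-fold and *Bst2* 3.72-fold higher after fusion. Of 19 inflammation genes, 8 were higher and 1 was lower during fusion (0.80), and after fusion 9 of 17 were higher and 1 was lower; *Hbegf* had ratios of 4.28 and 5.25, *Il33* was 2.51-fold lower during and *Il1f6* at least 2.09-fold lower after fusion. Neutrophil genes had a median of 0.36 during fusion, with 2 of 7 higher. Of 26 detoxification and retinoid genes, 15 were higher and 4 lower after fusion, with *Cyp26a1*, which breaks down retinoic acid, at least 14.4-fold lower. Erythroid genes were lower in 3 of 8 cases during (-0.68) and 5 of 9 after fusion, with the embryonic globin gene *Hbb-bh1* 7.07-fold and at least 49.2-fold lower. Adipocyte genes were higher in 3 of 10 cases during (0.57) and 7 of 11 after fusion, with *Cd36* at 13.5 after fusion. Of the hypoxia genes, 2 of 26 were higher and 2 lower during fusion (0.10, with either sign between scalings), and 5 were higher and 1 was lower after fusion (0.32); *Adm* had ratios of 3.78 and 12.3.

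Chondrogenic genes went both ways, 2 of 16 higher and 2 lower during (0.02) and 5 of 18 higher and 4 lower after fusion (0.23), with *Col2a1* 2.27-fold lower and *Col11a2* at least 10.3-fold higher after fusion; the sign of the median depends on the scaling in both comparisons. Neuronal genes had a median of -0.48 during and 0.36 after fusion, the latter under 0 with the poly-A controls; *Stmn2* had ratios of 3.05 and 7.76. Genes of olfactory neurons had a median of -0.39 during and 0.30 after fusion, the latter also under 0 with the poly-A controls. *Lhx2* was at least 10.1-fold higher after fusion. During fusion, the middle values of this list are lower bounds, for *Lhx2* (signals of 6.24 before and 14.1 during) and *Gng13* (10.8 and 15.4). Both signals rose from under the floor, so the sign of that median is not shown. For Schwann cells and neural crest glia it was -0.16 during fusion, above 0 with the signals as deposited, and -0.25 after fusion, with *Ngfr* 3.17-fold lower after fusion. For mast cells it was 0.00 during fusion, with either sign between scalings. Endothelial genes had a median of -0.79 during and -0.66 after fusion. Among the other lists reported, the median was 0.52 for secretory, 0.63 for pan-epithelial, 0.68 for basal, 0.76 for stratified and -0.59 for palatal mesenchyme genes during fusion, and 0.62 for collagen and matrix genes after fusion. Housekeeping genes had a median of -0.07 during and 0.02 after fusion, with either sign between scalings. The genes of Table 1, chosen by the study on these arrays, had a median of 1.98 during and 5.14 after fusion.

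The labels give the sex as female. *Xist*, which is expressed from the inactive X chromosome, had a scaled signal of 2074 before, 3224 during and 1351 after fusion, and the genes of the Y chromosome *Eif2s3y*, *Kdm5d* and *Uty* were above the floor on each array, with 71.7, 196 and 113 for *Eif2s3y*. Their median log2 ratio with *Xist* was 0.84 during fusion and 0.00 after fusion, the latter with either sign between scalings. *Ddx3y* was not analysed here. *Kdm5d* had signals of 31.5, 63.5 and 34.8 and *Uty* of 46.6, 74.7 and 42.5, against floors of 19.4, 13.3 and 14.7. Together with *Xist*, these values argue against RNA from female embryos alone, or from 1 embryo, on any of the arrays. How many embryos each array holds is not shown, and signal from other genes at these probe sets was not tested.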
